# Transcriptional Correlates of Chronic Alcohol Neuroadaptation in *Drosophila* Larvae

**DOI:** 10.3389/fnbeh.2021.768694

**Published:** 2021-11-04

**Authors:** Amanda Anqueira-González, Jenny P. Acevedo-Gonzalez, Airined Montes-Mercado, Claudia Irizarry-Hernández, Nicolás L. Fuenzalida-Uribe, Alfredo Ghezzi

**Keywords:** neuroadaptation, alcohol use disorder, *Drosophila melanogaster*, cognition, differential gene expression, RNA-seq

## Abstract

When presented with the choice, *Drosophila melanogaster* females will often prefer to lay eggs on food containing a significant amount of alcohol. While, in some cases, this behavioral decision can provide a survival advantage to the developing larvae, it can also lead to developmental and cognitive problems. Alcohol consumption can affect executive functions, episodic memory, and other brain function capacities. However, in the fruit fly, the initial cognitive effects of alcohol consumption have been shown to reverse upon persistent exposure to alcohol. Using an olfactory conditioning assay where an odorant is implemented as a conditioned stimulus and paired with a heat shock as an unconditioned stimulus, a previous study has shown that when exposed to a short acute dose of alcohol, *Drosophila* larvae can no longer learn this association. Interestingly, upon prolonged chronic alcohol exposure, larvae seem to successfully avoid the conditioned stimulus just as well as control alcohol-naive larvae, suggestive of alcohol-induced neuroadaptations. However, the mechanisms by which *Drosophila* adapt to the presence of alcohol remains unknown. In this study, we explore the transcriptional correlates of neuroadaptation in *Drosophila* larvae exposed to chronic alcohol to understand the genetic and cellular components responsible for this adaptation. For this, we employed RNA sequencing technology to evaluate differences in gene expression in the brain of larvae chronically exposed to alcohol. Our results suggest that alcohol-induced neuroadaptations are modulated by a diverse array of synaptic genes within the larval brain through a series of epigenetic modulators.

## Introduction

The fruit fly *Drosophila melanogaster* has been used for over a hundred years as a model organism to further our understanding of various biological processes. More recently, this versatile model system has also provided insights into the behavioral genetics of alcohol use disorders since its alcohol responses closely resemble mammalian responses (reviewed in Rothenfluh et al., 2014). However, it is important to note that *Drosophila melanogaster* has an intimate relationship with alcohol. They naturally feed on decaying fruits, which contain varying concentrations of alcohol—a by-product of fermentation. Consumption of food with low to moderate levels of alcohol [(alcohol) < 4%) can result in increased larval fitness, while higher concentrations [(alcohol) > 4%] can cause significant developmental delays and cognitive dysfunction (McKenzie and Parsons, 1972; Robinson et al., 2012b; Schumann et al., 2021). Thus, it is not surprising that adult *D. melanogaster* females prefer to lay eggs on foods containing low to moderate alcohol concentrations while avoiding concentrations higher than 5% (Kacsoh et al., 2013). Interestingly, when threatened by parasitic wasps or in certain spatial arrangements, female flies will often choose to lay on food that surpasses concentrations of 10% alcohol by volume (Kacsoh et al., 2013; Sumethasorn and Turner, 2016).

*Drosophila* larvae can adapt to the presence of alcohol in the food and minimize some of its detrimental effects. By employing an olfactory heat shock conditioning assay, a previous study by Robinson et al. (2012a) showed that while *Drosophila* larvae acutely maintained on ethanol food for 1 h failed to establish memories after conditioning, larvae chronically exposed to alcohol over 6 days were capable of establishing a conditioned memory just as well as larvae that had not been exposed to alcohol (Robinson et al., 2012a). This study demonstrated that acute exposure to alcohol results in a deficiency in learning while chronic exposure does not present this deficiency. Consequently, this result indicates that the constant presence of alcohol induces a series of neuroadaptations that mitigate the effects of alcohol on learning.

Cognitive functions including attention, working memory, processing speed, visuospatial abilities, executive functions, impulsivity, learning, memory, and verbal fluency have all been shown to be impaired by alcohol dependence in humans (Stavro et al., 2013). While most of the cognitive repercussions of alcohol consumption are well-documented, the molecular and cellular mechanisms underlying interactions between alcohol neuroadaptations and cognitive impairments remain largely unknown. By employing the use of next-generation sequencing, here we evaluate larval brain differential gene expression between alcohol-adapted larvae and alcohol naive larvae to identify the genes whose expression changes because of these neuroadaptations.

## Methods

### Fly Stocks and Chronic Alcohol Treatment

Wild-type *Drosophila melanogaster* flies of the Canton S strain (CS) were used in all experiments. Flies were raised in standard cornmeal food at 25°C on a 12-h light/dark schedule. Chronic alcohol exposure was performed following the procedure described by Robinson et al. (2012a). Briefly, standard cornmeal food was supplemented with pure alcohol (Ethyl alcohol no. S73985A, Fisher Scientific) to obtain a 5% alcohol concentration in food (alcohol food). After melting the standard fly food for approximately 30 seconds, 2.65 mL of 95% alcohol was added to 50 mL of fly food just before re-solidification. Food was stirred to homogenize the solution and allowed to cool at room temperature for 24 h. After the 24 h were through, adult CS files were transferred to each bottle and allowed to lay eggs for 24 h. At the end of the 24 h, adult flies were discarded. The alcohol food was supplemented daily by pipetting 0.3 mL with 10% alcohol on the surface of the food until larvae reached the third instar stage, ∼5–6 days after eggs had been laid. For control larvae, the food was supplemented with water when melted instead of alcohol (control food). Control food was not supplemented daily.

### Larval Brain Dissection and RNA Extraction

Six days after egg-laying, as larvae began to crawl out of the food to proceed with pupae formation, individual third-instar larvae were collected using a needle, transferred to microcentrifuge tubes, and frozen at −80°C for 24–48 h. Freezing was followed by the addition of 200 μL of RNAlater-ICE Frozen Tissue Transition Solution (AM7030, Thermo Fisher Scientific) to larvae. Approximately 30 larval brains were dissected per replicate in RNAlater-ICE, for a total of three replicates (∼90 larval brains) for each group. Total RNA was extracted from larval brains using the EZ1 RNA Tissue mini kit (EZ1 RNA Tissue Mini Kit no. 959034, Qiagen). All samples were treated with DNase I (DNase Set no. 79254, Qiagen). RNA concentration and quality were evaluated using a Qubit 2.0 fluorometer (Life Technologies, United States) and Agilent 2100 Bioanalyzer (Agilent Technologies, United States).

### RNA Sequencing and Bioinformatic Analyses

Capture of mRNA (poly-A selection) and library preparation was carried out using the Illumina TruSeq^®^ Stranded mRNA Library Prep kit from 300 ng of total RNA. Libraries were sequenced with an Illumina NextSeq 500/550 High Output Kit v2.5 for 80 cycles following the manufacturer’s protocol (Illumina, Inc.). At least 20 million reads were obtained for each replicate (a pool of 30 brains). The generated sequencing data was stored in FASTQ format and, the quality of the sequencing reads was assessed using FastQC 0.11.9. Adapters present in the sequences were eliminated using Trimmomatic 0.39. Tools from the “new tuxedo suite” were used to process the reads following the protocol by Pertea et al. (2016). Briefly, sequence alignment to the *Drosophila* dm6 genome assembly was completed using *HISAT* 2.2.0; *SamTools* was used to compress, sort, and index transcripts, while merging and quantifying transcripts was done using *StringTie* 2.1.4. Calculation of differential expression was achieved using *Ballgown* (Pertea et al., 2016) and visualized using R (Frazee et al., 2015). To remove low abundance genes, we applied a variance filter to remove all transcripts with a variance across samples of <1. No rRNA or ncRNA filtering was performed. For gene ontology (GO) annotation search and enrichment analysis, significant gene categories for differentially expressed genes were identified using DAVID web-accessible version 6.8 using default parameters and official gene symbols as input (Huang da et al., 2009).

## Results

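The brains came from third-instar larvae of the wild-type Canton S strain, dissected 6 days after egg-laying. Poly-A RNA was sequenced from 3 pools of larvae raised on standard food (control pools) and 3 pools of larvae raised on food with 5% alcohol (alcohol pools), with about 30 brains in each pool. The authors aligned the reads to the dm6 genome assembly with HISAT, assembled and quantified transcripts with StringTie, and deposited the FPKM (fragments scaled for transcript length and for the mapped fragments of a pool) and the read coverage of each transcript in each pool, for 36294 transcripts under 17137 gene names. The files hold no read counts. The ratio of coverage to FPKM is constant within a pool and gives the number of aligned bases, which was 3257, 4244 and 3937 megabases in control pools 1 to 3 and 2719, 4028 and 3557 megabases in alcohol pools 1 to 3. In units of 1000000 reads of 80 bases this is 40.7 to 53.0 (median 49.2) for the control pools and 34.0 to 50.3 (median 44.5) for the alcohol pools. The paper states at least 20 such units for each replicate, and the FPKM values rest on the aligned bases. As in the paper, transcripts with a variance across the 6 pools of 1 or less were left out, which kept 14645 transcripts. The groups were then compared on log2(FPKM + 1) with limma's moderated test. The model held the treatment and the library-size covariate that Ballgown adds by default, the sum of log2(FPKM + 1) over the transcripts below the 75th percentile of a pool. The covariate was 30450, 29432 and 29005 in the control pools and 29222, 28800 and 28531 in the alcohol pools. Treatment explained 40.3% of its variance, so a fold change adjusted for it can differ from the plain difference between the group means, and its standard error is 1.29 times as large as with a covariate unrelated to treatment. All fold changes are on the log2(FPKM + 1) scale, which understates the change of transcripts with low values. An exact two-sided permutation test of 3 pools against 3 cannot give a p-value below 0.1. Pearson correlations of log2(FPKM + 1) across transcripts, which are not independent replicates, lay between 0.820 and 0.901 for the pairs of pools. The first and second principal components held 28.2% and 23.7% of the variance and did not separate the control pools from the alcohol pools, while on component 3, with 18.5%, the groups did not overlap, which chance gives for 10% of components.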

RNA-seq analysis revealed significant changes in the expression of mRNA transcripts between control (alcohol-naive) larvae and the alcohol-grown larvae. 

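In the deposited FPKM values, 564 of the 14645 transcripts tested were differentially expressed at an unadjusted p-value under 0.05 and a change of more than 2-fold. An unadjusted p-value under 0.05 was reached by 697 transcripts, and a test at that threshold would pass 732 by chance alone. Over the alternatives the count was lowest with the ordinary F-test that Ballgown computes, which called 285 transcripts, all of them among the 564, and highest without control pool 3, at 851. The authors' deposited table of the same comparison also holds 285 transcripts past both thresholds, and its p-values differ from the recomputed F-test by at most 4.0e-08. Without the library-size covariate 348 transcripts were called, 177 of them shared with the 564. Pools with the same replicate number did not deviate together from their group means, with a mean correlation across transcripts of -0.144 against 0.072 for differently numbered pools. With the replicate number as a block, 674 transcripts were called, 119 of them shared with the 564. In every same-numbered pair the covariate was higher in the control pool. The fit with both block and covariate therefore separates treatment from the covariate poorly. A transcript not called or of changed sign in that fit is weak evidence against a change. With the block and without the covariate, 323 were called and 195 shared. Of the 564 transcripts, 202 (35.8%) had their 3 alcohol values all on one side of the 3 control values, as had 7.72% of all tested transcripts, where chance gives 10%. The plain difference between the group means of log2(FPKM + 1) was under 2-fold for 272 of the 564 (48.2%) and ran in the opposite direction for 16.

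**Figure D1:**
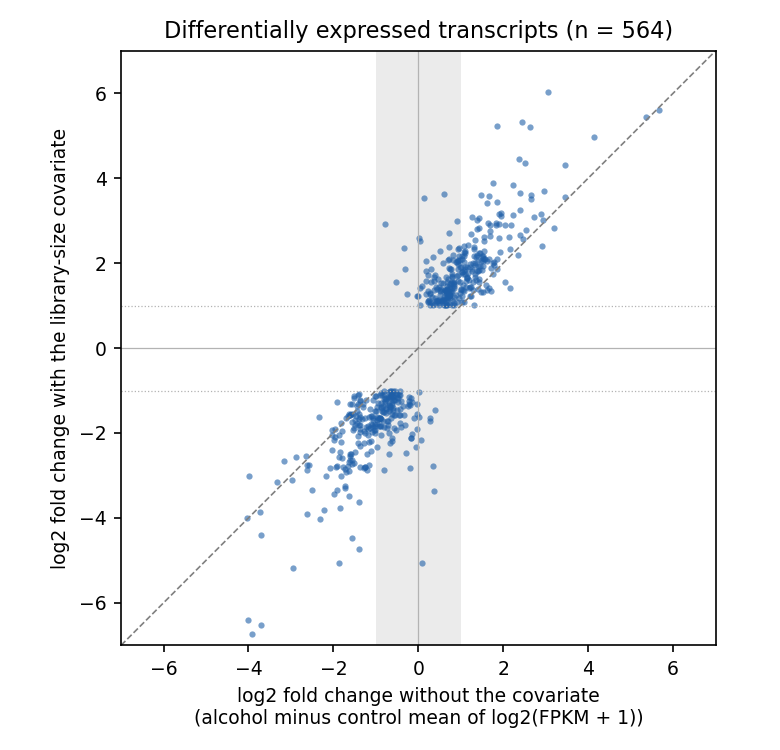
Log2 fold change of each of the 564 differentially expressed transcripts without the library-size covariate (horizontal axis) and with it (vertical axis), on the log2(FPKM + 1) scale; the dashed line marks equal values, the dotted lines a 2-fold change with the covariate, and the grey band a plain difference under 2-fold. Of the 564 points, 272 lie inside the grey band and 16 have opposite signs on the axes.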

Specifically, a total of 216 transcripts were found to be differentially expressed with a *p*-value < 0.05 and a fold change cutoff of 2-fold (log2 > 1). Of these, 113 transcripts were upregulated, while 103 transcripts were downregulated. 

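The 564 transcripts called from the deposited values divided into 297 upregulated and 267 downregulated transcripts, against 339 and 335 with the replicate block and 163 and 160 with the block and no covariate. The larger direction depended on the scaling, with 154 and 194 without the covariate and 206 and 143 after quantile normalization. Rescaling each pool to a total of 1000000 gave 413 upregulated and 429 downregulated transcripts. The rescaling came before the variance filter, which then kept 18698 transcripts, so these counts also reflect a looser filter. Among the transcripts with the smallest p-values whose groups did not overlap were 2 of the 3 listed isoforms of CG5446, on chromosome 2L of dm6. CG5446-RA (12426900 to 12427709) fell from 121 ± 8.7 to 6.51 ± 1.84 FPKM (SD, n = 3 pools per group), a log2 fold change of -3.99 (standard error 0.323, limma adjusted p = 0.161). CG5446-RC (12426631 to 12427709), which overlaps it, rose from 10.8 ± 1.31 to 88.9 ± 7.6 FPKM (SD, n = 3 pools per group), a log2 fold change of 3.02 (standard error 0.244, limma adjusted p = 0.161), while the summed FPKM of the gene was 137 ± 8.65 in the control pools and 98.6 ± 4.90 in the alcohol pools (SD, n = 3 pools per group). On chromosome 3R, ctrip-RI (4786284 to 4812096) had 10.3, 14.0 and 12.6 FPKM in the control pools and is listed at 0 in the 3 alcohol pools, with a log2 fold change of -3.87 (standard error 0.234, limma adjusted p = 0.108). The neighbouring and similar genes ng1, ng2 and ng3 lie within 3240026 to 3242934 on chromosome X, and reads of one can be assigned to another. The transcript ng1-RA rose from 3.13 ± 2.14 to 66.6 ± 22.4 FPKM (SD, n = 3 pools per group), a log2 fold change of 4.96 (standard error 0.403, limma adjusted p = 0.161). The log2 fold change was 4.31 for ng2-RA (limma adjusted p = 0.304) and 3.71 for ng3-RB (limma adjusted p = 0.132). For each of these 6 transcripts every alcohol pool lay on the same side of every control pool (exact permutation test, two-sided p = 0.1, the smallest value possible). All 6 were also called with the replicate block, where the log2 fold changes were -4.91 for CG5446-RA, 3.47 for CG5446-RC, -4.08 for ctrip-RI, 4.80 for ng1-RA, 3.75 for ng2-RA and 3.38 for ng3-RB.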

Differentially expressed transcripts were defined as such using a fold change cutoff of 2-fold (log2 fold change > 1) and a *P*-value < 0.5. The distribution of these transcripts within these categories is shown in Figure 1.

**FIGURE 1:**
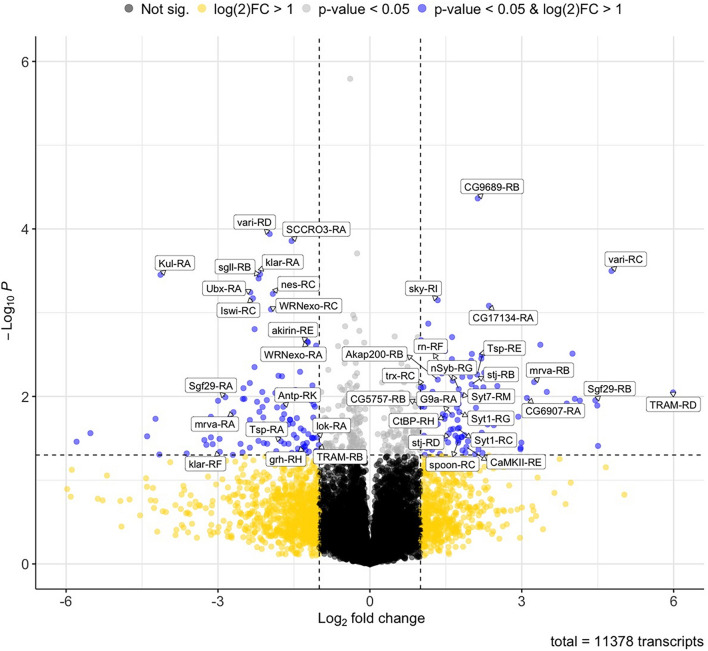
Volcano plot of differentially expressed transcripts induced by chronic alcohol exposure. Volcano plots showing fold change of differential transcript expression [log2 fold change] compared to the inverse of statistical significance [−log_10_ (*P*-value)]. Points in black or yellow are transcripts with no significant changes in expression (*P* > 0.05). Points in gray and blue correspond to transcripts with significant changes in expression (*P* < 0.05). Points in blue correspond to transcripts with significant changes in expression (*P* < 0.05) and that display a fold change higher than 2-fold (log2 fold change > 1). Names of genes encoding representative transcripts are labeled in the plot.

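The differentially expressed transcripts called from the deposited values belonged to 482 genes, of which 64 had at least 2 such transcripts. The number of genes was lowest with the ordinary F-test, at 255 with 28 having at least 2, and leaving out control pool 3 gave the most genes with at least 2, at 123. With the replicate number as a block there were 571 genes and 84 with at least 2, and with the block and no library-size covariate 293 genes and 28 with at least 2. Rescaling each pool to a fixed total, with 18698 transcripts past the filter, gave the most genes, 723, and 99 with at least 2.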

A total of 201 genes were represented in the 216 differentially expressed transcripts, with a total of 15 genes that were represented by two distinct differently expressed transcriptional isoforms. These genes are *CG18649*, *corto*, *Eno*, *Fbp1*, *Gyg*, *klar*, *mrva*, *Sgf29*, *stj*, *Syt1*, *TRAM*, *trol*, *Tsp*, *vari*, and *WRNexo*. Furthermore, it was particularly surprising to observe that of the 15 doubly represented genes, 5 genes had transcripts with opposing alcohol-induced effects, where 1 isoform was significantly upregulated by alcohol and the other significantly downregulated by alcohol, suggesting possible molecular switches. These genes are displayed in Table 1. 

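Of these 15 genes, klar, trol and vari had at least 2 differentially expressed transcripts in the deposited values. Without the library-size covariate Fbp1 and Tsp joined them. For Tsp this was not through the paper's pair, since Tsp-RA was at -0.98 and not called. With the replicate block and the covariate, both isoforms of trol remained called, while vari-RD and both isoforms of klar fell short. With the block and without the covariate, both isoforms of klar, trol and vari were called. Both isoforms of corto, on chromosome 3R, had a variance across the pools of 1 or less and were left out of the test, with 0.483 ± 0.444 FPKM in the control pools and 0.794 ± 0.239 in the alcohol pools for corto-RB, and 6.25 ± 0.399 and 5.24 ± 0.987 for corto-RE (SD, n = 3 pools per group).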

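Among the 64 genes with several differentially expressed transcripts in the deposited values, 39 had at least 1 transcript called in each direction. The count was 55 with the replicate block, 16 with the block and no library-size covariate, and 21 with the ordinary F-test. Of the 39 genes, 37 could be tested as sums over their transcripts, and the summed FPKM of all 37 changed by less than 2-fold. The transcripts with opposing calls had a median of 0 bases that no other transcript of their gene shares. Other tested transcripts of genes with several transcripts had a median of 3 (permutation test of the medians, p = 0.94). Both medians lie near the floor, so this test can neither set the opposing calls apart nor exclude a difference. Under 100 such bases were found in 76.4% of the transcripts with opposing calls and in 65.5% of the others, which was not tested. Of the 5 genes in Table 1, vari was among the 39, and without the covariate Tsp and vari were among the 20 such genes. The opposing calls of Tsp were then not those of Table 1, since Tsp-RA was at -0.98 and not called. Both transcripts of mrva, which the files list under the name CG8602, lie on chromosome 3L and end at 7328842. Of these, mrva-RA had 24.7 ± 7.98 FPKM in the control pools and 17.3 ± 7.84 in the alcohol pools (SD, n = 3 pools per group), and was called with a log2 fold change of -1.15 that was -0.51 and not called without the covariate. The other, mrva-RB, had 15.8, 3.17 and 3.66 FPKM in the control pools and 17.0, 15.6 and 1.19 in the alcohol pools, and its log2 fold change of 1.80 (standard error 0.953) was not called. In Tsp, on chromosome 2L, Tsp-RE rose from 0.563 ± 0.421 to 2.83 ± 1.85 FPKM (SD, n = 3 pools per group; log2 fold change 1.60, limma adjusted p = 0.999) and was called, while the log2 fold change of -1.03 of Tsp-RA was not. In TRAM, on chromosome X, TRAM-RD had 51.3 ± 14.3 FPKM in the control pools and 57.7 ± 17.6 in the alcohol pools (SD, n = 3 pools per group), a difference within the spread between pools (log2 fold change 0.63). TRAM-RB was left out by the variance filter with 3.71 ± 0.898 and 4.13 ± 0.934 FPKM (SD, n = 3 pools per group). None of mrva-RA, mrva-RB, Tsp-RA, Tsp-RE and TRAM-RD was called with the replicate block, with log2 fold changes of -0.55, 0.12, -0.020, 1.34 and 0.088.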

A complete list of all differentially expressed transcripts, the represented genes is presented in Supplementary Table 1. Similarly, a complete list of FPKM counts for all samples tested is presented in Supplementary Table 2.

**TABLE 1:** Genes with transcripts showing opposing alcohol-induced effects.

**Gene symbol**	**Gene name**	**Differentially expressed Transcript**	**Flybase ID**	**Log2 Fold Change**	***P*-value**	**Effect on gene expression**
*mrva*	Minerva	mrva-RA	FBtr0076884	–2.69	1.54E-02	Downregulated
		mrva-RB	FBtr0332734	3.24	6.73E-03	Upregulated
*Sgf29*	SAGA-associated factor 29 kDa	Sgf29-RA	FBtr0071617	–2.86	1.02E-02	Downregulated
		Sgf29-RB	FBtr0342888	4.45	1.12E-02	Upregulated
*TRAM*	TRAM	TRAM-RB	FBtr0070167	–1.01	3.78E-02	Downregulated
		TRAM-RD	FBtr0307182	5.99	8.95E-03	Upregulated
*Tsp*	Thrombospondin	Tsp-RA	FBtr0079312	–1.76	3.42E-02	Downregulated
		Tsp-RE	FBtr0079314	2.12	5.48E-03	Upregulated
*vari*	Varicose	vari-RD	FBtr0089945	–1.98	1.15E-04	Downregulated
		vari-RC	FBtr0089946	4.77	3.18E-04	Upregulated

*Official gene symbols, gene names, and Flybase IDs (flybase.org) for each gene and corresponding transcripts are shown along with Log2 fold change and *P*-values. Positive log2 fold change values indicate alcohol-induced upregulation, whereas negative values indicate alcohol-induced downregulation.*

It is important to note that none of the differentially expressed transcripts reach a *q*-value (FDR) < 0.05. 

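In the deposited values as well, limma gave 0 transcripts with an adjusted p-value under 0.05 beside the 697 with an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.0754, for vari-RC and nSyb-RG, and the smallest q-value in the authors' deposited table is 0.368. The count was 7 without the library-size covariate, 7 after quantile normalization, 6 with a mean-variance trend and 4 with a pseudocount of 0.1. It stayed at 0 with the replicate number as a block, with and without the covariate.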

Unfortunately, this is a common problem associated with the larger number of multiple corrections used in transcript-level analyses as compared with gene-level analyses. Analysis of individual transcripts results in more than 34,000 multiple corrections, as compared to gene-level analysis, where only there are approximately 16,000 multiple corrections. However, we believe that examination at the transcript level is particularly powerful as it detects changes that affect single transcriptional isoforms instead of whole gene transcription. This is important since most *Drosophila* genes can produce up to 10 distinct transcripts and 5 different protein products (Brown et al., 2014), and thus important changes can be obscured by opposing transcriptional responses of different transcripts within the same gene. Therefore, we proceeded with a statistical assessment of differential transcript usage of a selected list of implicated targets (Figure 2). This analysis reveals several genes where expression of specific transcriptional isoforms within a gene are significantly changed, while others remain unchanged. This was the case of the genes *TRAM*, *klar*, *Syt1*, *Syt7*, and *trol.* In other cases, however, as described before, some transcriptional isoforms were significantly upregulated by alcohol, while other transcriptional isoforms within the same gene were significantly downregulated. 

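The deposited matrix lists 36294 transcripts, and the variance filter brought the number of tests to 14645 transcripts and 8247 genes. Without the filter 31764 transcripts and 15914 genes were tested. On FPKM summed over the transcripts of each gene, 112 genes were differentially expressed, 93 upregulated and 19 downregulated, with 0 at an adjusted p-value under 0.05 and 282 at an unadjusted p-value under 0.05. The split between directions depended on the scaling, with 45 upregulated and 35 downregulated genes without the library-size covariate, 59 and 41 after quantile normalization, and 88 and 55 after rescaling to a fixed total per pool. The ordinary F-test moved the number of genes most, to 48. With the replicate number as a block 146 genes were called, 131 upregulated and 15 downregulated, and 72 of them were shared with the 112. With the block and no covariate 68 were called, 50 upregulated and 18 downregulated, and 61 were shared.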

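Differential transcript usage was tested for the 3630 genes with at least 2 transcripts past the variance filter, with the gene-level F-test of limma's diffSplice on log2(FPKM + 1). An adjusted p-value under 0.05 was reached by 22 genes, and an unadjusted p-value under 0.05 by 357. With the replicate number as a block 1 gene passed the threshold, which was not among the 22, and with the block and no library-size covariate 6 genes passed, all among the 22. Without the covariate and without the block 20 genes passed, 7 of them among the 22. Of the 8 genes in Figure 2, Kul (limma adjusted p = 0.00815) and vari (limma adjusted p = 0.0362) passed. The adjusted p-values of the others were 0.268 for klar, 0.296 for trol, 0.407 for Sgf29, 0.685 for Syt7, 0.759 for TRAM and 1.0 for Syt1. With the replicate block the adjusted p-value was 0.269 for Kul and 0.884 for vari, and with the block and no covariate 0.0198 and 0.0730. A two-way linear model on FPKM, the method the paper used, was also fitted to the deposited values of the transcripts drawn in Figure 2 except trol-RAP, so that trol was represented by trol-RAS and trol-RAL alone, with pools taken as independent. Its interaction between treatment and transcript had p-values of 5.1e-08 for vari, 0.0085 for Kul, 0.010 for trol, 0.028 for Sgf29, 0.037 for Syt7, 0.057 for klar, 0.91 for TRAM and 0.94 for Syt1, without adjustment over the 8 genes. The p-value of its treatment effect was 1.4e-06 for trol and above 0.1 for the other 7.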

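In trol, on chromosome X, trol-RAL had 10.8, 8.99 and 7.75 FPKM in the control pools and is listed at 0 in the 3 alcohol pools, with a log2 fold change of -3.15 (standard error 0.222, limma adjusted p = 0.132). Its isoform trol-RAS, which spans the same region from 2470460 to 2545410, had 4.35, 6.74 and 5.01 FPKM in the control pools and 0, 0.05 and 0 in the alcohol pools, with a log2 fold change of -2.75 (standard error 0.269, limma adjusted p = 0.304). Both were called with the replicate block as well, at -2.93 and -2.92. In klar, on chromosome 3L, klar-RA fell from 11.5 ± 3.13 to 4.99 ± 2.46 FPKM and klar-RF from 15.8 ± 4.91 to 6.76 ± 3.37 FPKM (SD, n = 3 pools per group). Their log2 fold changes were -1.59 and -1.63 (limma adjusted p = 0.839 and 0.817) and -0.44 and -1.31, not called, with the block. In Syt7, on chromosome 4, Syt7-RM rose from 12.4 ± 1.91 to 20.1 ± 4.34 FPKM (SD, n = 3 pools per group) without overlap between the groups (exact permutation test, two-sided p = 0.1, the smallest possible), but its log2 fold change of 0.48 was not called, nor that of 0.35 with the block. In Syt1, on chromosome 2L, Syt1-RC had a log2 fold change of -0.047 and Syt1-RG of 0.18, both smaller than their standard errors of 0.442 and 0.516. With the block they were -0.61 and -0.00065, and without the covariate Syt1-RC changed sign, to 0.23. In TRAM, the isoform TRAM-RA rose from 0.544 ± 0.375 to 2.96 ± 1.22 FPKM (SD, n = 3 pools per group), a log2 fold change of 1.68 (limma adjusted p = 0.733) that was called, and of 1.93, not called, with the block.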

As shown in Figure 2, this was the case of the genes *Sgf29*, *vari*, and *Kul*, where alcohol differentially affects distinct transcriptional isoforms.

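In Kul, on chromosome 3R of dm6 from 29725830 to 29735360, the isoform Kul-RA had 5.21, 20.4 and 15.4 FPKM in the control pools and is listed at 0 in the 3 alcohol pools, while Kul-RC had 0.003, 0.008 and 0.005 FPKM in the control pools and 2.98, 15.2 and 10.8 in the alcohol pools. The log2 fold changes were -4.40 (standard error 0.444, limma adjusted p = 0.307) for Kul-RA and 2.83 (standard error 0.716, limma adjusted p = 0.792) for Kul-RC, and with the replicate block both were called, at -5.38 and 5.08. The summed FPKM of Kul was 20.0 ± 3.11 in the control pools and 16.2 ± 1.71 in the alcohol pools (SD, n = 3 pools per group). In Sgf29, on chromosome 2R from 21292239 to 21293646, the isoform Sgf29-RB had 0.268, 0.257 and 0 FPKM in the control pools and 12.1, 13.3 and 0 in the alcohol pools, and Sgf29-RA had 16.4, 16.5 and 16.7 FPKM in the control pools and 3.32, 2.12 and 17.2 in the alcohol pools. Alcohol pool 3 lay with the control pools for both isoforms, and neither log2 fold change was called (3.10 with standard error 1.40 for Sgf29-RB and -1.86 with standard error 0.914 for Sgf29-RA). With the block they were -0.18 and -0.12. Without alcohol pool 3, both were called, at 3.65 and -2.21.

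**Figure D2:**
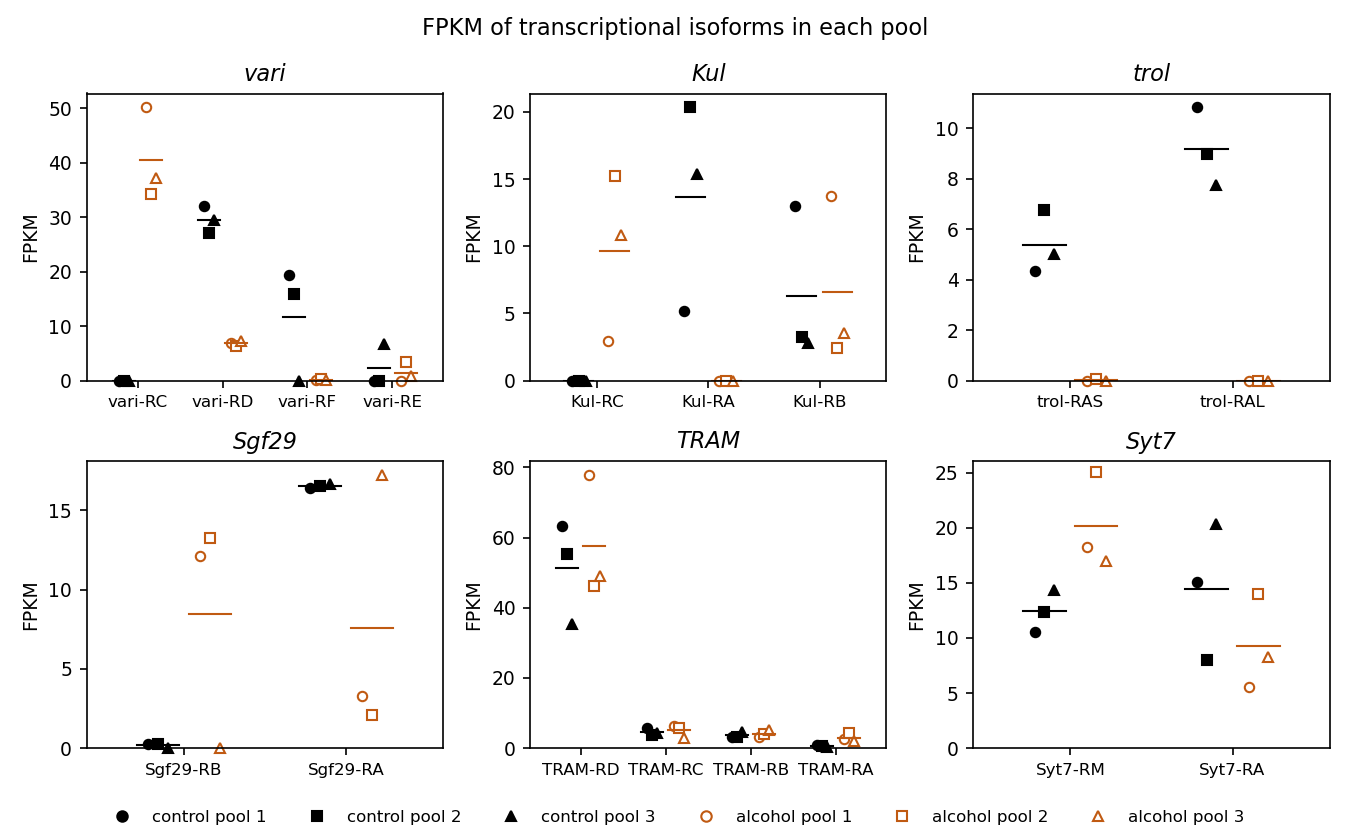
FPKM (vertical axes) of the isoforms of vari, Kul, trol, Sgf29, TRAM and Syt7 in each control pool (black) and each alcohol pool (orange, open), with 1 marker shape per replicate number and the group mean as a bar. The groups do not overlap for Kul-RA, Kul-RC, trol-RAS, trol-RAL, vari-RC, vari-RD, TRAM-RA and Syt7-RM, and alcohol pool 3 lies with the control pools for both isoforms of Sgf29.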

**FIGURE 2:**
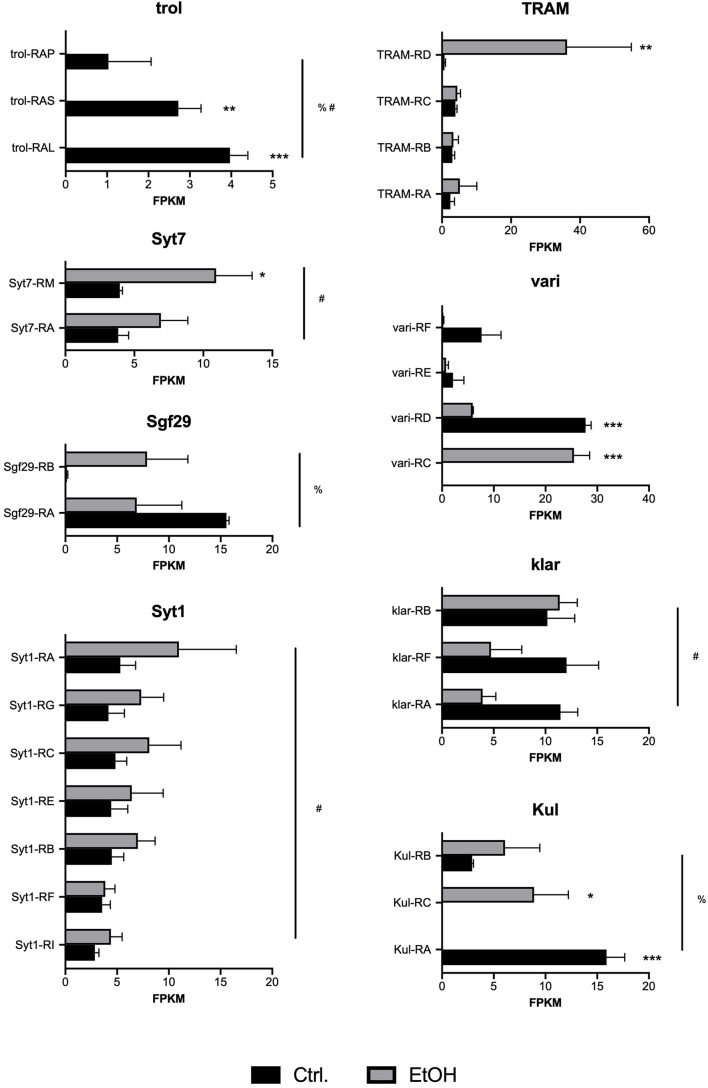
Transcript-specific expression induced by chronic alcohol exposure. Shown are FPKM counts in control (Ctrl, black bars) and alcohol treated (EtOH, gray bars) larvae for independent transcriptional isoforms of eight selected genes: *trol*, *Syt7*, *Sgf29*, *Syt1*, *TRAM*, *vari*, *klar*, and *Kul*. Significant differences were detected by Two-way ANOVA followed by Sidak’s multiple comparisons test. Asterisks denote significant differences between control and alcohol treated samples (*p < 0.05, **p < 0.01, ***p < 0.001). The pound sign (#) denotes a significant effect of treatment on all transcripts within the gene (p < 0.05). The percent (%) sign denotes a significant interaction between treatment and transcript identity (*p* < 0.05).

Finally, to identify potential biological pathways involved in the neuroadaptation to alcohol, we performed GO enrichment analysis of the differentially expressed genes. This analysis was completed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (Huang da et al., 2009). GO term enrichment analysis among the upregulated transcripts revealed important biological processes involved (Table 2). The most significantly enriched GO term was “histone H3 acetylation,” with a fold enrichment of 20.8. 

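In the deposited values, the transcript of CG6907 that the paper lists as upregulated, CG6907-RA on chromosome 2L, had 5.11, 25.1 and 0.073 FPKM in the control pools and 7.26, 6.11 and 0.059 in the alcohol pools. Its log2 fold change was 0.74 with a standard error of 1.75, and -0.49 without the library-size covariate. The listed transcript of trx, trx-RC on chromosome 3R, had 11.7 ± 7.39 FPKM in the control pools and 6.26 ± 5.64 in the alcohol pools (SD, n = 3 pools per group), with a log2 fold change of -0.022 (standard error 1.15) that was -1.27 without the covariate and 0.61 after rescaling to a fixed total per pool. The log2 fold changes were -1.66 for CG6907-RA and -1.92 for trx-RC with the replicate block. None of these differences was larger than the spread between pools.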

The genes associated with this term include *CG6907*, *Sgf29*, and *trx*, which are well-known chromatin remodelers involved in the positive regulation of transcription and biological development.

**TABLE 2:** Overrepresented gene ontology (GO) annotations for alcohol-upregulated genes.

**Rank**	**Enriched gene ontology terms (upregulated genes)**	**Fold enrichment**	**Fisher exact score**	**Genes**
1	Histone H3 acetylation	20.80	3.90E-04	*CG6907*, *Sgf29*, *trx*
2	Regulation of calcium ion-dependent exocytosis	60.09	4.50E-04	*Sec23*, *Ank*
3	Protein targeting to plasma membrane	60.09	4.50E-04	*Syt1*, *Syt7*
4	Calcium ion-regulated exocytosis of neurotransmitter	45.07	8.30E-04	*Syt1*, *Syt7*
5	Response to hyperoxia	40.06	1.10E-03	*CG33129*, *Tm1*
6	Basement membrane organization	36.05	1.30E-03	*Sec23*, *Pten*
7	Larval chitin-based cuticle development	22.53	3.50E-03	*Sec23*, *Lcp9*
8	Endoplasmic reticulum organization	21.21	3.90E-03	*Sec23*, *Rtnl1*
9	Regulation of establishment of planar polarity	21.21	3.90E-03	*Akap200*, *Pten*
10	Positive regulation of dendrite morphogenesis	18.97	4.90E-03	*Sec23*, *G9a*
11	Chemical synaptic transmission	8.19	5.80E-03	*CaMKII*, *sky*, *Syt1*
12	Long-term memory	7.51	7.40E-03	*CaMKII*, *spoon*, *G9a*
13	Neurotransmitter secretion	6.08	1.30E-02	*Syt1*, *nSyb*, *Syt7*
14	Sensory perception of pain	2.40	1.70E-02	*CtBP*, *CaMKII*, *Akap200*, *stj*, *trx*, *rn*, *TRAM*, *CG5757*

*Gene ontology annotations within the “biological process” category that were enriched in alcohol-upregulated genes were identified using DAVID. For each term, fold enrichment, fisher exact scores, and the names of associated genes identified are listed.*

Interestingly, within the most significant GO terms enriched amid upregulated genes, we also found several terms associated with the regulation of synaptic transmission. Among these, we find “regulation of calcium ion-dependent exocytosis” (represented by *Sec23* and *Ank*), “calcium ion-regulated exocytosis of neurotransmitter” (represented by *Syt1* and *Syt7*), “chemical synaptic transmission” (represented by *CaMKII*, *sky*, and *Syt1*), and “neurotransmitter secretion” (represented by *Syt1*, *nSyb*, and *Syt7*). This suggests that alcohol may be causing dysregulation of chemical synaptic transmission in neurons across the brain, a phenomenon known to occur when individuals are continuously exposed to alcohol (Kyzar and Pandey, 2015). 

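Among the other genes of these terms, Ank-RB, on chromosome 4, rose in the deposited values from 4.67 ± 1.83 to 15.7 ± 2.47 FPKM (SD, n = 3 pools per group), with no overlap between the groups (exact permutation test, two-sided p = 0.1, the smallest possible) and a log2 fold change of 1.48 (standard error 0.423, limma adjusted p = 0.874). Sec23-RE, on chromosome 3R, had 9.03, 2.00 and 0.68 FPKM in the control pools and 11.5, 9.24 and 0.734 in the alcohol pools. Its log2 fold change of 2.38 (limma adjusted p = 0.963) was called, and without the library-size covariate it was 0.71 and not called. The log2 fold changes of CaMKII-RE on chromosome 4 (0.49, standard error 0.414) and sky-RI on chromosome 2L (1.03, standard error 0.404) were not called, and sky-RI was called with a filter on a mean of at least 1 FPKM in place of the variance filter, at 1.05. With the replicate block the log2 fold changes were 2.00 for Ank-RB, 1.03 for Sec23-RE, 0.10 for CaMKII-RE and 0.14 for sky-RI, none of them called, and Ank-RB was called with the block and without the covariate, at 1.60. From the genes under these terms, the paper proposes that alcohol may dysregulate chemical synaptic transmission in neurons across the brain.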

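For the transcripts of spoon, CtBP, stj, rn and CG5757 that the paper lists as upregulated, none was called in the deposited values. The log2 fold changes were 0.050 for spoon-RC (standard error 0.272), -0.25 for CtBP-RH (standard error 0.781), 1.50 for stj-RB (standard error 0.781), 0.098 for rn-RF (standard error 1.20) and 0.21 for CG5757-RB (standard error 0.246). These were 0.13, 1.26, 0.43, -1.54 and 0.027 with the replicate block. Without the library-size covariate spoon-RC was at -0.0026. After rescaling to a fixed total per pool stj-RB was called, at 2.05, and CtBP-RH changed sign, to 0.31. The listed transcript of G9a, G9a-RA on chromosome X, was left out by the variance filter and had 1.40 ± 0.252 FPKM in the control pools and 1.42 ± 0.207 in the alcohol pools (SD, n = 3 pools per group). Akap200-RB, on chromosome 2L, was left out as well, with 0.589 ± 0.00633 FPKM in the control pools and 2.26, 1.18 and 0.181 FPKM in the 3 alcohol pools.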

Other important categories also represented include “long-term memory” (represented by *CaMKII*, *spoon*, and *G9a*) and “sensory perception of pain” (represented by *CtBP*, *CaMKII*, *Akap200*, *stj*, *trx*, *rn*, *TRAM*, and *CG5757*). Not surprisingly, several genes are represented in different GO terms, suggesting that the terms belong to interconnected biological processes.

Within the down-regulated transcripts, GO term enrichment analysis also revealed important biological processes (Table 3). This time, the top enriched GO term was “specification of segmental identity, thorax,” with a fold enrichment of 91.63. The genes associated with this term include *Antp* and *Ubx*, two well-studied genes involved in biological development. 

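In the deposited values, Antp-RK, on chromosome 3R from 6896253 to 6932840, had 1.73 ± 0.126 FPKM in the control pools (SD, n = 3 pools) and 0.418, 0 and 1.15 FPKM in the alcohol pools. The groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible), and the transcript was left out by the variance filter in the main setting and called after rescaling to a fixed total per pool, at a log2 fold change of -1.92. Ubx-RA, on chromosome 3R from 16656623 to 16734426, had 2.58 ± 1.45 FPKM in the control pools and 2.74 ± 1.10 in the alcohol pools (SD, n = 3 pools per group). Its log2 fold change was -0.57 (standard error 0.251), 0.11 without the library-size covariate and -0.41 with the replicate block, and it was not called. Summed over their transcripts, Antp had 10.4 ± 1.84 FPKM in the control pools and 11.2 ± 1.62 in the alcohol pools, and Ubx 4.69 ± 1.22 and 4.93 ± 0.695 (SD, n = 3 pools per group). The 3 homeotic genes tested, Scr, Antp and abd-A without Ubx, whose sum the variance filter left out, had a median log2 fold change of -0.11 (limma's camera adjusted p = 0.368), and of -0.070 with the replicate block and no covariate (limma's camera adjusted p = 0.814).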

In fact, many other GO terms were also associated with biological development and cell fate specification, suggesting a systematic downregulation of development. 

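Of the transcripts of P5CDh1, dom, fok, Dad, Gp150, CG4975, VhaPPA1-1, Unr, fax, Iswi and Vha100-1 that the paper lists as downregulated, those of fok, Unr, fax and Iswi were called in the deposited values. The log2 fold change of fok-RA was -2.80 (standard error 0.694), with 1.42, 9.90 and 5.18 FPKM in the control pools and 0.114, 0.073 and 2.45 in the alcohol pools. It was -2.50 for Unr-RC, -2.87 for fax-RE and -1.85 for Iswi-RC. The limma adjusted p-values of these 4 transcripts were 0.792, 0.999, 0.999 and 0.978. Without the library-size covariate none of the 4 was called, with log2 fold changes of -1.77, -0.69, -0.81 and -1.22. Adding the replicate block gave -2.36, -1.29, -1.44 and -0.79, none called, and with the block and no covariate fok-RA and Iswi-RC were called. The transcripts of the other genes were not called, at -0.84 for P5CDh1-RD, -0.35 for dom-RG, -0.17 for Dad-RC, -0.74 for VhaPPA1-1-RB and -1.60 for Vha100-1-RK. With the block these were 0.96, -1.23, 0.091, -0.079 and -3.54. Gp150-RB and CG4975-RC were left out by the variance filter, with 0.685 ± 0.651 and 14.1 ± 1.41 FPKM in the control pools and 0.496 ± 0.859 and 13.9 ± 0.691 in the alcohol pools (SD, n = 3 pools per group).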

On the other hand, we again observed genes important for “sensory perception of pain,” however this time, the genes represented were different (*P5CDh1*, *dom*, *fok*, *Dad*, *UbcE2H*, *Gp150*, *CG4975*, *VhaPPA1-1*, *Unr*, *fax*, *Iswi*, *Vha100-1*) with one exception: *TRAM*—this gene had one upregulated transcriptional isoform, and one downregulated transcriptional isoform. The fact that this GO-term appears in both the upregulated and downregulated gene cohorts suggests that the genes involved in this process serve as an important regulatory switch.

**TABLE 3:** Overrepresented gene ontology (GO) annotations for alcohol-downregulated genes.

**Rank**	**Enriched gene ontology terms (downregulated genes)**	**Fold enrichment**	**Fisher exact score**	**Genes**
1	Specification of segmental identity, thorax	91.63	1.60E-04	*Antp*, *Ubx*
2	Sensory perception of pain	2.97	3.70E-04	*P5CDh1*, *dom*, *fok*, *Dad*, *UbcE2H*, *TRAM*, *Gp150*, *CG4975*, *VhaPPA1-1*, *Unr*, *fax*, *Iswi*, *Vha100-1*
3	Positive regulation of gene silencing by miRNA	45.82	7.70E-04	*Sdc*, *dom*
4	Open tracheal system development	6.74	8.60E-04	*Ubx*, *vari*, *grh*, *shot*, *spi*
5	Muscle cell fate specification	34.36	1.40E-03	*Antp*, *Ubx*
6	Negative regulation of transcription, DNA-templated	5.73	1.80E-03	*rhea*, *Bin1*, *Gug*, *Iswi*, *ph-p*
7	Terminal branching, open tracheal system	11.45	2.20E-03	*VhaPPA1-1*, *rhea*, *Vha100-1*
8	Muscle attachment	11.14	2.40E-03	*Tsp*, *rhea*, *shot*
9	Muscle organ development	6.62	3.10E-03	*Tsp*, *Sdc*, *Iswi*, *Dys*
10	Vacuolar acidification	22.91	3.30E-03	*VhaPPA1-1*, *Vha100-1*
11	Larval somatic muscle development	8.09	6.00E-03	*rhea*, *akirin*, *Gug*
12	Motor neuron axon guidance	6.25	1.20E-02	*Mp*, *Sdc*, *trol*
13	Transcription, DNA-templated	2.56	1.90E-02	*dan*, *dom*, *Bin1*, *Dad*, *Ubx*, *grh*, *Iswi*
14	Positive regulation of transcription from RNA polymerase II promoter	3.01	2.50E-02	*akirin*, *Antp*, *lok*, *grh*, *Iswi*

*Gene ontology annotations within the “biological process” category that were enriched in alcohol-downregulated genes were identified using DAVID. For each term, fold enrichment, fisher exact scores, and the names of associated genes identified are listed.*

## Discussion

RNA sequencing analysis of the effects of chronic alcohol exposure on the *Drosophila* larval brain showed many interesting differentially expressed genes. Our findings indicate that alcohol is altering different brain functions and disrupting several developmental pathways, many of them involved in higher-order processing. We find of particular interest the gene cohorts involved in the regulation of synaptic transmission, learning and memory, as well as those involved in the epigenetic control of developmental processes.

One of the most interesting gene cohorts seen in our data lies within the family of synaptic calcium-binding SNARE proteins, Synaptotagmins. This protein family is incredibly important in the process of vesicle trafficking and neurotransmitter release, both in *Drosophila* and mammals (Quiñones-Frías and Littleton, 2021). 

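Summed over all their transcripts, Syt1 had 61.7 ± 19.4 FPKM in the control pools and 74.5 ± 22.2 in the alcohol pools, and Syt7 29.2 ± 8.18 and 39.7 ± 14.3 (SD, n = 3 pools per group). The groups overlapped for both genes. Over the 6 synaptotagmin genes tested, the median log2 fold change was -0.018, with 3 genes up and 3 down (limma's camera adjusted p = 0.966). Without the library-size covariate the median was 0.15 with 5 genes up and 1 down (limma's camera adjusted p = 0.104), and with the replicate block and no covariate it was 0.15 (limma's camera adjusted p = 0.148).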

Our results show two Synaptotagmin paralogs, Syt1 and Syt7. Syt1 has been implicated in alcohol-related memory encoding in the *Drosophila* mushroom bodies (Petruccelli et al., 2020). 

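In the deposited values nSyb-RG, on chromosome 3L from 1630348 to 1637752, had 0.008, 0 and 0 FPKM in the control pools and 42.8, 56.5 and 50.5 FPKM in the alcohol pools. Its log2 fold change was 5.61 (standard error 0.248), and it was called under every alternative setting, with 5.99 with the replicate block and 5.66 without the library-size covariate. The groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). Summed over its 8 listed transcripts, nSyb had 88.5 ± 30.6 FPKM in the control pools and 101 ± 22.8 in the alcohol pools (SD, n = 3 pools per group), a difference within the spread between pools. The gene had the smallest adjusted p-value of the differential transcript usage test (limma's diffSplice adjusted p = 4.2e-06). This p-value was 0.386 with the replicate block and 2.1e-04 with the block and no covariate. It was under 0.05 with every other alternative run for this test, which was not run with the ordinary F-test or the mean-variance trend.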

Interestingly, Syt1 interacts closely with nSyb, a vesicle fusion protein also over-expressed in our data (Wang and Chapman, 2010), strengthening the notion that chronic alcohol affects synaptic integrity. In the case of Syt7, an interaction exists between said isoform and the synaptic protein Drep2 (Andlauer et al., 2014). This protein was present in our results, though not significantly regulated. 

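In the deposited values Drep2-RC, on chromosome 2R, had 14.0 ± 5.01 FPKM in the control pools and 15.0 ± 3.53 in the alcohol pools (SD, n = 3 pools per group). Its log2 fold change was -0.27 (standard error 0.334), 0.13 without the library-size covariate and -0.57 with the replicate block, and it was not called. The isoforms Drep2-RA, Drep2-RB and Drep2-RD were left out by the variance filter.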

Drep2 is known to be involved in learning and memory in *Drosophila* and is also known to colocalize with metabotropic glutamate receptors (Andlauer et al., 2014). Another study conducted in mice revealed *Syt7*’*s* presence in glutamatergic hippocampal neurons (Weber et al., 2014). During larval development, Syt7 is found in the neuronal cell bodies, which could explain the interaction with Drep2, a postsynaptic protein (Adolfsen et al., 2004; Andlauer et al., 2014). How these proteins interact with each other during the adult stages of the *Drosophila*, when Syt7 is localized in the synapse, requires further investigation (Guan et al., 2020). This interaction of the significantly over-expressed gene *Syt7* with *Drep2* is suggestive of an altered signaling pathway or mechanism as a result of chronic alcohol exposure.

Similarly, we found that many transcripts of genes involved in histone modifications and chromatin remodeling were altered as a result of chronic alcohol exposure. Epigenetic modifications are essential regulators of the transcriptional adaptation to drugs of abuse. In the past years, studies have addressed many epigenetic mechanisms important for modulating neural physiology as a response to alcohol (Ghezzi et al., 2013, 2017; Ramirez-Roman et al., 2018). Our results strengthen this idea and reveal many potential regulatory elements relevant to this process. 

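Summed over all their transcripts in the deposited values, Sgf29 had 16.7 ± 0.0725 FPKM in the control pools and 16.0 ± 1.06 in the alcohol pools, G9a 16.8 ± 1.07 and 17.0 ± 3.69, and trx 25.7 ± 4.64 and 20.0 ± 4.15 (SD, n = 3 pools per group). The groups overlapped for each of the 3 genes. Sgf29 belongs to the SAGA complex, a histone acetyltransferase complex, and over the 13 SAGA genes tested, without Sgf29, whose sum the variance filter left out, the median log2 fold change was 0.033, with 7 genes up and 6 down (limma's camera adjusted p = 0.485). It was -0.0051 without the library-size covariate (limma's camera adjusted p = 0.412) and with the replicate block and no covariate (limma's camera adjusted p = 0.410).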

As previously mentioned, we observed significant upregulation of genes involved in histone acetylation and methylation, including *Sgf29*, *G9a*, and *trx*. The protein Sgf29 is part of the Ada2/Gcn5/Ada3 transcription activator complex. However, little is known about its biological function (Petruk et al., 2006; Suganuma et al., 2008). On the other hand, G9a does not only function as a histone modification protein but is also involved in learning and memory, suggesting a tight link between the epigenetic reprogramming induced by alcohol and the modulation of higher-order processes in the brain (Kramer et al., 2011). Finally, Trx, a chromatin-modifying enzyme involved in gene regulation, is known to antagonize the epigenetic silencing by Polycomb group proteins and is known to contribute to axon guidance, eye development, and germ cell migration. Given that all these proteins are involved in histone modifications or chromatin remodeling, our results strengthen the idea that these mechanisms are of utter importance to cognitive alcohol neuroadaptations.

Another interesting phenomenon induced by chronic alcohol exposure identified in this study is the presence of potential transcriptional switches. For a subset of genes, differential transcript usage was triggered by alcohol, where one specific isoform was upregulated while another was downregulated. 

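In the deposited values vari-RC is listed at 0 in the 3 control pools and had 50.2, 34.2 and 37.2 FPKM in the alcohol pools, with a log2 fold change of 5.45 (standard error 0.279). The longer isoform vari-RD fell from 29.5 ± 2.48 to 6.83 ± 0.509 FPKM (SD, n = 3 pools per group), a log2 fold change of -1.90 (standard error 0.232, limma adjusted p = 0.508). For both, the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). With the replicate block the log2 fold changes were 4.85, called, and -1.76, not called, and with the block and no library-size covariate 5.36 and -1.96, both called. A further isoform, vari-RF, had 19.3, 16.0 and 0 FPKM in the control pools and 0.05, 0.243 and 0.15 in the alcohol pools, and vari-RE had 0, 0 and 6.72 FPKM in the control pools and 0, 3.42 and 0.88 in the alcohol pools. Neither was called. Summed over its 5 listed transcripts, vari had 43.5 ± 7.58 FPKM in the control pools and 48.9 ± 7.09 in the alcohol pools (SD, n = 3 pools per group), a difference within the spread between pools.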

One particularly significant example of this phenomenon is observed in the gene *vari*, where the transcriptional isoform *vari-RC* is significantly induced by alcohol, while the isoform *vari-RD* is suppressed (Figure 2). 

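In the annotation, vari-RC lies on the minus strand of chromosome 2L of dm6 from 20788662 to 20794146, with 9 exons and 2320 bases, and vari-RD from 20788662 to 20797042, with 10 exons and 2717 bases. Of these exons 7 are identical, and the isoforms share 2229 bases, so 91 bases of vari-RC and 488 of vari-RD are not shared between them. The coding sequence of vari-RC runs from 20789250 to 20791520 (1407 bases) and that of vari-RD from 20789250 to 20796758 (1845 bases), of which 1344 coding bases are shared. Exons 1 and 2 of vari-RC, from 20794119 to 20794146 and from 20792114 to 20792266, are untranslated. Exon 2 of vari-RC is identical to exon 3 of vari-RD, which holds coding bases. Exons 1 and 2 of vari-RD, from 20796653 to 20797042 and from 20796037 to 20796134, hold coding bases that vari-RC lacks. The isoform vari-RF spans the same region as vari-RC.

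**Figure D3:**
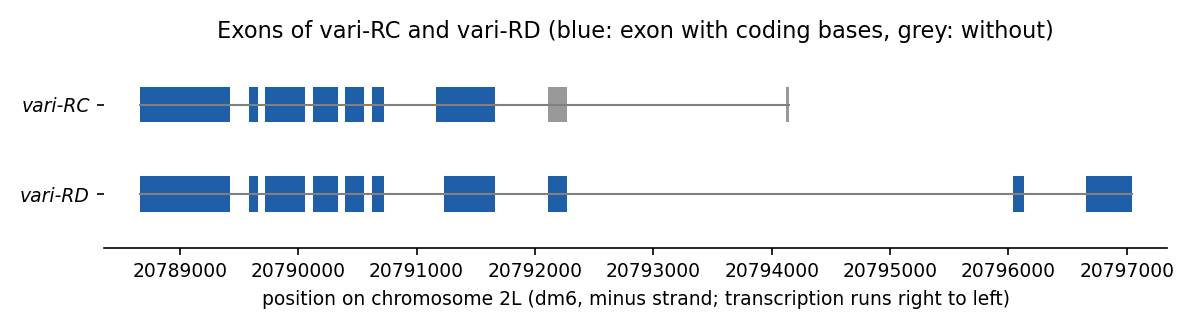
Exons of vari-RC and vari-RD along chromosome 2L of dm6 (horizontal axis, position in bases; transcription runs from right to left), with exons that hold coding bases in blue and untranslated exons in grey. Of the exons of the isoforms, 7 are identical, and exons 1 and 2 of vari-RD lie upstream of vari-RC.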

Close inspection of the *vari* locus reveals that these two major transcript isoforms share seven exons encoding the core PDZ, SH3, HOOK, and GUK domains. However, the longer isoform (*vari-RD*) also encodes an N-terminal L27 protein-protein interaction domain that is absent from the shorter isoforms (*vari-RC*). The protein encoded by *vari* is a membrane-associated guanylate kinase (MAGUK) involved in tracheal system development and septate junction assembly (Wu et al., 2007). Vari proteins are known to interact with several proteins, including Fasciclin 3 (Wells et al., 2013), Semaphorin 1a (Jeong et al., 2017), Neurexin IV, and veli (Bachmann et al., 2008); these proteins are involved in ensheathing glial cells and neurons, axon guidance and synaptic growth at the neuromuscular junction, respectively. The differential expression of two Vari isoforms, which differ by the presence or absence of the L27 domain, is certainly intriguing. L27 domains can potentially stabilize interactions to different proteins by binding to the L27 domain of a corresponding partner. However, its role in alcohol neuroadaptation remains to be resolved.

While our study centers primarily on the transcriptional changes, additional experiments focusing on morphological and electrophysiological changes should offer new insights into the neuroadaptive mechanisms of chronic alcohol exposure. Nonetheless, this study facilitates our understanding of molecular and cellular dynamics of alcohol neuroadaptation in *Drosophila* larvae. Findings from this study, along with future research, could also lead to a better understanding of the effect of alcohol on learning and memory beyond the fruit fly and gain an insight into how addiction to this substance may contribute to cognitive decline and dependence in humans. Alcohol misuse is, in fact, one of the leading causes of death in the United States, with approximately 95,000 deaths occurring annually. According to the National Institute on Alcohol Abuse and Alcoholism, in 2018, 14.1 million adults of ages 18 and up suffered from alcoholism (NIAAA, 2020).

## Data Availability Statement

The data presented in this study are deposited in the NCBI Gene Expression Omnibus (GEO) data repository, accession number GSE185625.

## Author Contributions

AA-G and AG designed the study and wrote and reviewed the manuscript. AA-G and JA-G performed the alcohol treatments, larval brain extractions, and prepared samples for sequencing. CI-H and NF-U assisted in the larval brain dissections. AA-G, AM-M, and AG performed the bioinformatic analysis. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

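RNA was sequenced from larval brains of the Canton S strain, in 3 pools of control larvae and 3 pools of larvae grown on food with 5% alcohol, each of about 30 brains dissected 6 days after egg-laying. Conditions and replicate numbers were taken from the sample labels and matched to the paper's 3 replicates for each group, and all 6 pools were mapped.

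The authors trimmed the reads, aligned them to the dm6 genome assembly with HISAT, assembled and quantified transcripts with StringTie, and compared the groups with Ballgown. They deposited the FPKM of each transcript in each pool, with no further normalization. The authors also deposited the read coverage of each transcript as StringTie reports it. A further table that the authors deposited holds, for each transcript past the variance filter, the fold change between the groups as a ratio, and the p-value and q-value of Ballgown's test. The deposited FPKM matrix lists 36294 transcripts under 17137 gene names, and 31773 transcripts were matched by position to the transcripts of the annotation used for exons. The deposited quantification is not the one in the paper's Supplementary Table 2, whose FPKM values and transcript lengths differ for part of the transcripts. No read counts were analysed here, so no counting error is given for any value. The aligned bases per pool, from the ratio of coverage to FPKM, were 2719 to 4244 megabases, and the precision of each value is given by the spread between pools.

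The deposited values were analysed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Transcripts with a variance of FPKM above 1 across the pools were tested on log2(FPKM + 1) in a linear model of treatment and Ballgown's library-size covariate, with limma's empirical Bayes moderation of the variance and Benjamini-Hochberg adjustment. A transcript was called differentially expressed at an unadjusted p-value under 0.05 and an absolute log2 fold change above 1, as in the paper. The same model was fitted to the FPKM summed over the transcripts of each gene. Differential transcript usage was tested with the gene-level F-test of limma's diffSplice for genes with at least 2 tested transcripts. Lists of tissue markers and gene families with at least 3 tested genes were tested with limma's camera at an inter-gene correlation of 0.01. The correlation measured within the lists of tissue markers was 0.597 to 0.947, so the camera p-values of these lists are too small. For single transcripts and for the male RNA lncRNA:roX1 an exact two-sided permutation test over the 20 assignments of the pools was used, which cannot give a p-value below 0.1.

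The pools carry the replicate numbers 1 to 3 in both groups in the sample labels, and no source says whether same-numbered pools were raised or sequenced together. A fit with the replicate number as a block was made with and without the covariate. With both the block and the covariate, 1 residual degree of freedom is left for each transcript. The covariate was higher in the control pool of every same-numbered pair. This fit therefore separates treatment from the covariate poorly, and its missing calls and changed signs are weak evidence. The other alternatives were no covariate, a pseudocount of 0.1, no variance filter, a mean of at least 1 FPKM in its place, rescaling each pool to a total of 1000000 (TPM), quantile normalization without the covariate, the ordinary F-test, a mean-variance trend, and leaving out each pool in turn. The rescaling came before the variance filter, which then kept 18698 transcripts. Of these alternatives, camera was run only without the covariate, with the replicate block and no covariate, and leaving out each pool in turn. For differential transcript usage the two-way linear model on FPKM with Sidak's adjustment that the paper used was also fitted. It covered the transcripts of Figure 2 other than trol-RAP and took isoforms of the same pool as independent. All of these were chosen before the data were examined, as were the lists of genes and the rule for naming genes. The genes named are those the paper names in its text, tables and figures, the members of the lists, and the 5 upregulated and 5 downregulated transcripts with the smallest p-value among those called whose alcohol values all lay on one side of the control values.

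The tests were tried on simulated data made from the real transcripts, with 200 transcripts or genes changed by known amounts. All changes were larger than the calling threshold, in transcripts well above the floor, and the noise was drawn independently for each transcript. The shares found do not apply to transcripts near the floor or to changes near the threshold. With the covariate, 187 of the 200 changed transcripts were called (93.5%), 85 had an adjusted p-value under 0.05, and 551 unchanged transcripts of the 14644 were called as well. Without the covariate, 194 were called, 159 had an adjusted p-value under 0.05, and 351 unchanged transcripts were called. The usage test found 148 of 200 changed genes of 3630 and 22 unchanged ones at an adjusted p-value under 0.05.

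The enrichment of gene ontology terms was not analysed here, since the term assignments used by DAVID were not used. The isoform trol-RAP of Figure 2 was not analysed here. The result for 1 of the genes the paper names is not reported.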

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

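All tests of technical explanations given here were chosen after the result was seen, except the counts of other splits of the pools for the muscle and salivary gland genes.

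The transcripts ng1-RA (log2 fold change 4.96), ng2-RA (4.31) and ng3-RB (3.71) are on the paper's list but not in its text, and each was higher in every alcohol pool than in every control pool, where chance gives 10% of transcripts without overlap. Their values were 5.11, 3.42 and 0.87 FPKM in the control pools and 92.0, 49.4 and 58.5 in the alcohol pools for ng1, 5.39, 4.21 and 1.02 against 65.2, 42.8 and 29.6 for ng2, and 86.2, 52.6 and 33.3 against 598, 379 and 338 for ng3. The adjusted p-values of limma were 0.161, 0.304 and 0.132, and over the alternatives they ran from 0.0353 (with a mean-variance trend) to 1.0 for ng1-RA, from 0.0836 to 1.0 for ng2-RA and from 0.0176 (with a mean-variance trend) to 1.0 for ng3-RB, each highest with the replicate block. More salivary gland tissue in the alcohol pools was tested as an explanation, since the 3 genes belong to the list of salivary gland genes. The 7 other genes of that list had a median log2 fold change of 0.62 (0.43 to 1.39), against a median of 3.84 for ng1, ng2 and ng3. Without the library-size covariate the medians were 0.19 and 3.45, so the amount of gland tissue alone does not give the size of the rise. Reads moved among the 3 similar genes would not raise all 3. The salivary gland list as a whole had a median of 0.80 (limma's camera adjusted p = 3.0e-11, 10 of 10 genes up). Over the alternatives run for camera the adjusted p ran from 3.5e-16 to 0.0138. The median was 0.37 without the library-size covariate and 0.13 without control pool 3. The summed FPKM of the list overlapped between the groups, with 57541, 40434 and 14603 in the control pools and 46867, 37313 and 30638 in the alcohol pools. Its genes rose and fell together between pools of one group, with a mean correlation of 0.846 that lay above all 1000 random lists of the same size. The p-value of the list was as small in 1 of the 4 splits of the pools that part all 3 same-numbered pairs, the real one included, and in 2 of all 10. Those 4 splits are too few to rule out chance. A difference between the groups in developmental stage was not tested, and the rise may come from stage, treatment or the pools drawn. The hypothesis that alcohol raises these 3 genes beyond the other gland genes rests on the 0.62 of those genes. It was not tested against chance, since the splits were counted for the whole list and an exact permutation test of 3 pools against 3 cannot give a p-value below 0.1.

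For CG5446-RC (log2 fold change 3.02), which the paper does not report, every alcohol pool was also above every control pool, while CG5446-RA of the same gene fell by 3.99 on the log2 scale. The summed FPKM of the gene was 132, 132 and 147 in the control pools and 93.1, 102 and 100.2 in the alcohol pools. A transfer of reads between isoforms by the quantification gives this picture, and so does an isoform switch. The summed FPKM changed by less than 2-fold for 100% of the 37 testable genes with opposing calls, which either explanation gives. The library-size covariate does not account for it, since the log2 fold change without the covariate was 2.93. The adjusted p-value of CG5446-RC in limma was 0.161, and 0.0117 without the covariate, 0.0111 after quantile normalization and 0.0260 with a mean-variance trend; it was 1.0 with the replicate block, the highest of the alternatives. Whether other splits of the pools give a change as large in a single transcript was not tested, so chance is not excluded for CG5446-RC.

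The 11 muscle genes tested of a list of 12 had a median log2 fold change of 1.76 (limma's camera adjusted p = 7.7e-14, 10 of 11 genes up), although the samples are dissected brains and the paper does not report on these genes. The median was 0.75 without the covariate (adjusted p = 0.0190) and with the replicate block and no covariate (adjusted p = 9.6e-05). Over these and the fits that left out each pool in turn, the alternatives run for camera, its adjusted p in limma ran from 1.9e-15 to 0.0190. These p-values are too small, because camera assumed a correlation of 0.01 and the genes rose and fell together between pools of one group with a mean correlation of 0.737, above all 1000 random lists. The summed FPKM of the list was 616, 79.5 and 89.7 in the control pools and 466, 126 and 428 in the alcohol pools, so the groups overlap. Of the 4 splits that part all same-numbered pairs, only the real one gave a p-value this small, as did 2 of all 10 with the real one, and without the covariate 2 of the 4 and 4 of the 10 did. Varying amounts of muscle tissue attached to the dissected brains are a candidate explanation that the correlation of 0.737 fits, and no biological explanation can be set apart from it.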

How the results depend on the processing

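Of the 48 transcripts whose log2 fold change is given, 18 kept their direction and their side of the calling rule under every alternative in the processing, and 11 of the 24 called were called under every alternative. These 11 are vari-RC, trol-RAS, trol-RAL, Kul-RA, nSyb-RG, ng1-RA, ng2-RA, ng3-RB, CG5446-RA, CG5446-RC and ctrip-RI. Over all pairs of a transcript and an alternative, 634 were the same, 75 were weaker, 13 stronger and 46 changed direction. The cause of the changes listed here was not tested. The files hold no counts per transcript, so the depth sets no interval for a single value, and with 3 pools per group a difference is limited by the spread between pools.

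Main counts were 564 differentially expressed transcripts (297 up, 267 down) in 482 genes, 64 of them with at least 2 such transcripts and 39 with opposing ones, 112 differentially expressed genes (93 up, 19 down), 22 genes with differential transcript usage, and 0 transcripts and 0 genes with an adjusted p-value under 0.05 (697 and 282 at an unadjusted p-value under 0.05). Without the library-size covariate there were 348 transcripts, 154 of them up, in 310 genes, 33 with at least 2 and 20 with opposing transcripts, 45 genes up and 35 down, and 7 transcripts with an adjusted p-value under 0.05. The log2 fold change changed direction for CG6907-RA (-0.49), Drep2-RC (0.13), Syt1-RC (0.23), Ubx-RA (0.11) and spoon-RC (-0.0026). The median of the SAGA genes was -0.0051 and that of the synaptotagmin genes 0.15. The median of the cuticle genes was 0.38 and no longer past the threshold, and that of the fat body genes was -1.37 and now past it.

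With the replicate number as a block and the covariate, 1 gene had differential transcript usage, 0 of them among those of Figure 2, and the direction changed for CG6907-RA (-1.66), CtBP-RH (1.26), Dad-RC (0.091), P5CDh1-RD (0.96), Sgf29-RB (-0.18), Syt1-RG (-0.00065) and rn-RF (-1.54). With the block and no covariate there were 323 transcripts (163 up, 160 down) in 293 genes, 28 with at least 2 and 16 with opposing transcripts, 68 genes (50 up), 6 genes with differential transcript usage and 1 of those of Figure 2. The fold changes and medians of this fit equal those without the covariate, so the same transcripts changed direction (CG6907-RA at -0.49, Drep2-RC at 0.13, Syt1-RC at 0.23, Ubx-RA at 0.11, spoon-RC at -0.0026, the SAGA genes at -0.0051 and the synaptotagmin genes at 0.15), with the cuticle genes at 0.38 weaker and the fat body genes at -1.37 stronger.

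The ordinary F-test gave 285 transcripts (158 up, 127 down) in 255 genes, 28 with at least 2 and 21 with opposing transcripts, and 48 genes (44 up, 4 down). Quantile normalization without the covariate gave 349 transcripts, 143 of them down, in 315 genes, 30 with at least 2 and 16 with opposing transcripts, 59 genes up and 41 down, 7 transcripts and 1 gene with an adjusted p-value under 0.05, and changed directions for CG6907-RA (-0.49), Drep2-RC (0.17), P5CDh1-RD (0.074), Syt1-RC (0.30), Ubx-RA (0.36) and spoon-RC (-0.0024). Rescaling to a fixed total gave 429 downregulated transcripts, 99 genes with at least 2, 88 genes up and 55 down, 14 genes with differential transcript usage and 1 of those of Figure 2, and changed directions for CtBP-RH (0.31), Drep2-RC (0.43), Syt1-RC (0.56) and trx-RC (0.61). A mean-variance trend gave 6 transcripts and 3 genes with an adjusted p-value under 0.05. A pseudocount of 0.1 gave 4 transcripts with an adjusted p-value under 0.05 and 1 gene of Figure 2 with differential transcript usage. Without the variance filter Syt1-RC was at 0.034, and with a mean of at least 1 FPKM as the filter trx-RC was at 0.11. The two-way linear model on FPKM found 5 of the 8 genes of Figure 2 with an interaction, against 2 with diffSplice.

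Across the 6 fits that each left out 1 pool, the number of differentially expressed transcripts ran from 534 to 851, downregulated transcripts from 246 to 447, genes with at least 2 such transcripts from 52 to 123, genes with opposing transcripts from 32 to 91, downregulated genes from 7 to 67, genes with differential transcript usage from 3 to 29, and those of Figure 2 from 0 to 2. The median log2 fold change ran from 0.77 to 1.85 for the cuticle genes, from -1.39 to -0.36 for the fat body genes, from -0.24 to 0.25 for the synaptotagmin genes, from -0.068 to 0.14 for the SAGA genes and from -0.039 to 0.46 for the ethanol metabolism genes. The log2 fold change ran from -1.83 to 2.52 for CG6907-RA, from -0.41 to 0.85 for Syt1-RC, from -0.22 to 1.07 for Syt1-RG, from -0.11 to 0.35 for spoon-RC, from -0.84 to 0.60 for CtBP-RH, from -0.42 to 0.055 for Drep2-RC, from -0.52 to 1.75 for rn-RF and from -0.67 to 0.63 for trx-RC.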

Differences from the paper's values

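For counts, a gap is taken as closed where the larger count is at most 1.5 times the smaller, so a closed gap does not mean equal counts. Differentially expressed transcripts numbered 564 against the paper's 216, and the gap closed with the replicate block and no covariate (323) and with the ordinary F-test (285) but with no other alternative set before the data were examined. Upregulated transcripts numbered 297 against the paper's 113, and the gap closed without the library-size covariate (154), with the replicate block and no covariate (163) and with the ordinary F-test (158) but with no other alternative set before the data were examined. Downregulated transcripts numbered 267 against the paper's 103, and the gap closed after quantile normalization (143) and with the ordinary F-test (127) but with no other alternative set before the data were examined. Genes with such transcripts numbered 482 against the paper's 201, and the gap closed with the replicate block and no covariate (293) and with the ordinary F-test (255) but with no other alternative set before the data were examined. Genes with at least 2 such transcripts numbered 64 against the paper's 15, and none of the alternatives set before the data were examined closed the gap. Genes with opposing transcripts numbered 39 against the paper's 5, and none of the alternatives set before the data were examined closed the gap. Transcripts tested numbered 14645, as many as the authors' deposited table holds. The paper applies the variance filter in its methods, and names more than 34000 corrections for an analysis of single transcripts. The gap to 34000 closed without the variance filter (31764) but with no other alternative set before the data were examined. This does not show that the paper tested without the filter. Genes tested numbered 8247. The paper names approximately 16000 corrections for a gene-level analysis, as a comparison with its own transcript-level one. That gap closed without the variance filter (15914) but with no other alternative set before the data were examined.

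For the log2 fold changes of named transcripts, the alternatives set before the data were examined closed the gap under the settings given here and under no others. A gap is taken as closed where the distance to the paper's value is at most the standard error of that setting, so a larger standard error can close it as well as a nearer value. mrva-RB had 1.80 against the paper's 3.24, and the gap closed without control pool 3. Sgf29-RA had -1.86 against the paper's -2.86, and the gap closed with a pseudocount of 0.1, after rescaling to a fixed total, without control pool 1, without control pool 2 and without control pool 3, and only by a larger standard error, the value being no nearer, with the ordinary F-test. Tsp-RA had -1.03 against the paper's -1.76, and the gap closed with a pseudocount of 0.1, without control pool 1 and without control pool 3, and only by a larger standard error, the value being no nearer, with a mean-variance trend. vari-RC had 5.45 against the paper's 4.77, and the gap closed with the replicate block. trol-RAL had -3.15 against the paper's -2.28, and the gap closed with the replicate block. klar-RA had -1.59 against the paper's -2.17, and the gap closed with a pseudocount of 0.1 and without control pool 3. CG6907-RA had 0.74 against the paper's 3.10, and the gap closed with a pseudocount of 0.1 and without control pool 2. trx-RC had -0.022 against the paper's 1.06, and the gap closed with a mean of at least 1 FPKM as the filter, after rescaling to a fixed total, without control pool 1, without control pool 2 and without control pool 3. CtBP-RH had -0.25 against the paper's 1.49, and the gap closed with the replicate block. rn-RF had 0.098 against the paper's 1.64, and the gap closed after rescaling to a fixed total, without control pool 1 and without control pool 3. dom-RG had -0.35 against the paper's -1.58, and the gap closed with the replicate block. VhaPPA1-1-RB had -0.74 against the paper's -1.47, and the gap closed with a pseudocount of 0.1 and without control pool 3. Unr-RC had -2.50 against the paper's -1.61, and the gap closed with the replicate block, without the variance filter, without control pool 2, without alcohol pool 1 and without alcohol pool 2, and only by a larger standard error, the value being no nearer, without the library-size covariate, after rescaling to a fixed total, with the ordinary F-test and with a mean-variance trend. ng1-RA had 4.96 against the paper's 4.49, and the gap closed without the library-size covariate, with the replicate block, with the replicate block and no covariate, without the variance filter, after rescaling to a fixed total, after quantile normalization, without control pool 3, without alcohol pool 1 and without alcohol pool 3. None of the alternatives set before the data were examined closed the gap for mrva-RA (-1.15 against the paper's -2.69), TRAM-RD (0.63 against the paper's 5.99), trol-RAS (-2.75 against the paper's -1.83), Syt7-RM (0.48 against the paper's 1.79), Syt1-RC (-0.047 against the paper's 1.74), Syt1-RG (0.18 against the paper's 1.77), klar-RF (-1.63 against the paper's -2.96), CaMKII-RE (0.49 against the paper's 1.91), nSyb-RG (5.61 against the paper's 1.75), spoon-RC (0.050 against the paper's 1.75), CG5757-RB (0.21 against the paper's 1.07), Ubx-RA (-0.57 against the paper's -2.36), Dad-RC (-0.17 against the paper's -1.12).

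Mean FPKM values also differed from those of the paper's Supplementary Table 2, and leaving out each pool of the group in turn is the alternative that was compared for them. vari-RC had 40.5 FPKM in the alcohol pools against the paper's 25.5, and the gap closed without alcohol pool 1. With none of these was the gap closed for the rest: TRAM-RD had 51.3 FPKM in the control pools against the paper's 0.718, trol-RAS had 5.37 FPKM in the control pools against the paper's 2.72, trol-RAL had 9.19 FPKM in the control pools against the paper's 3.97, Syt7-RM had 12.4 FPKM in the control pools against the paper's 3.95, Syt7-RM had 20.1 FPKM in the alcohol pools against the paper's 10.9, nSyb-RG had 49.9 FPKM in the alcohol pools against the paper's 2.18.

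In the paper each of the 15 doubly represented genes has 2 transcripts called, and in the deposited values both of the paper's transcripts were called for klar, trol and vari. Both of those of Fbp1 were called without the library-size covariate and after rescaling to a fixed total, those of Sgf29 and Tsp after rescaling and without alcohol pool 3, and those of mrva without alcohol pool 3. For CG18649, corto, Eno, Gyg, stj, Syt1, TRAM and WRNexo none of the settings called both. The genes with opposing isoforms in Table 1 other than vari were not opposing in the main setting. Of the transcripts the paper lists and the text names, sky-RI was called with a mean of at least 1 FPKM as the filter, after rescaling and without alcohol pool 3, stj-RB and mrva-RB after rescaling and without alcohol pool 3, and Antp-RK after rescaling. The transcripts CG6907-RA, trx-RC, CaMKII-RE, spoon-RC, CtBP-RH, rn-RF, CG5757-RB, Syt7-RM, Syt1-RC, Syt1-RG, TRAM-RD, Ubx-RA, P5CDh1-RD, dom-RG, Dad-RC, VhaPPA1-1-RB and Vha100-1-RK, as well as G9a-RA, Akap200-RB, TRAM-RB, Gp150-RB and CG4975-RC, were called under none of the settings tried. Of the 216 transcripts of the paper's list, 190 were among the transcripts tested, of which 166 had the paper's direction and 24 the opposite one, and 73 were called with limma, 55 with the ordinary F-test and 60 without the covariate.

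Figure 2 marks TRAM-RD, Syt7-RM and Kul-RC as different between treatments, and in the deposited values the same two-way linear model with Sidak's adjustment gave p-values of 0.82, 0.13 and 0.13, while those of trol-RAS (3.4e-04), trol-RAL (6.5e-06), vari-RD (1.9e-04), vari-RC (1.4e-07) and Kul-RA (0.025) were under 0.05. It also gave 0.048 for vari-RF, which the figure does not mark. Figure 2 marks a treatment effect for Syt7, Syt1 and klar, for which the p-values were 0.64, 0.17 and 0.31. An interaction is marked for trol, Sgf29 and Kul in the figure, and the model gave p-values under 0.05 for these and for vari and Syt7. With limma's diffSplice, trol passed an adjusted p-value of 0.05 without the covariate (0.0145), without the variance filter (0.0155) and after quantile normalization (0.0118), and Sgf29 after rescaling to a fixed total (0.0383) and without alcohol pool 3 (0.0051). The number of transcripts in the volcano plot was about 11000 in Fig. 1, read by eye, and 14645 transcripts were tested from the deposited values, which is not a difference of more than 1.5 times.

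Of the other transcripts that Fig. 1 labels, SCCRO3-RA and CG17134-RA were called with the direction shown there. CG9689-RB, sgll-RB and WRNexo-RA were called under none of the settings, nes-RC with a mean of at least 1 FPKM as the filter and with a mean-variance trend, and WRNexo-RC with a mean of at least 1 FPKM as the filter, after rescaling and without alcohol pool 3. The figure draws sgll-RB and akirin-RE as downregulated, and in the deposited values their log2 fold changes were 0.18 and 1.70, with akirin-RE called in that direction without control pool 1 and without alcohol pool 3. The variance filter left out grh-RH and lok-RA.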

Other observations

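Of the tests given here, the counts of other splits for the ordinary F-test, for transcripts near 0 and for the lists of tissue genes were set before their result was seen, and all the others after. The test of spread by number of transcripts had first been set to call a ratio above 1.5 a positive result, and after a ratio of 1.29 was seen it was replaced by a permutation test. The outcome of the test of bases of their own was first read as speaking against shared reads, and after both medians were seen to be near 0 it was taken as undecided.

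Other splits of the 6 pools into 3 and 3 gave results as large as the real one. There are 10 splits, 4 of which part all 3 same-numbered pairs as the real one does, while the other 6 part 1 pair. With the real one included, 2 of the 4 gave as many differentially expressed transcripts as the 564 (271 to 767 for the other splits), 2 of the 4 as many as the 285 of the ordinary F-test (156 to 437), 3 of the 4 as many differentially expressed genes as the 112 (12 to 309) and 4 of the 4 as many genes with differential transcript usage as the 22 (9 to 35). For transcripts under 0.1 FPKM in one group and at 5 or more in the other, 3 of the 4 gave as many as the 5 of the real split (2 to 6), which are vari-RC, nSyb-RG, ctrip-RI, Kul-RA and trol-RAL. With 10 splits the share cannot fall under 0.1, so these counts cannot rule out chance, and the number of calls by itself is not larger than other groupings of the same pools give. In the simulated data 551 unchanged transcripts were called, close to the 564 calls of the real data. Without the covariate 351 unchanged transcripts were called, against 348 calls in the real data. At an adjusted p-value under 0.05 the usage test passed 22 unchanged simulated genes beside 148 changed ones, and 22 genes in the real data. These counts cannot be set against each other. The adjusted threshold depends on how many genes pass, and the simulated data held 200 changed genes. The equal counts do not show how many of the real 22 are false.

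Of the 564 transcripts called with the library-size covariate, 48.2% differed by less than 2-fold between the group means without it. Adjustment by a covariate that treatment explains to 40.3% may therefore account for part of the calls, though not for transcripts such as vari-RC or nSyb-RG, which were called without it. The covariate was higher in the control pools on average, but it did not rise with the aligned bases of the pools (Pearson r = -0.27, permutation p = 0.61; Spearman rho = -0.14, permutation p = 0.80; 6 pools), and r was -0.69 without the 2 pools farthest from the median depth. The sign is the opposite of what depth would give, but 6 pools are too few to exclude sequencing depth.

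Transcripts of genes with several listed transcripts spread more between pools of one group than transcripts of genes with 1, at matched mean FPKM. The ratio of their median SD was 1.29 (0.475 against 0.367), and a permutation test gave p = 0.002, the smallest that 500 permutations can give. They were called at a rate of 4.38% against 2.49%. Reads shared between transcripts of a gene are a candidate explanation of this larger spread, which the ratio of 1.29 fits, although under the rule first set, a ratio above 1.5, the result would have been negative. Transcripts with opposing calls had a median of 0 bases of their own and other tested transcripts of genes with several transcripts a median of 3 (permutation p = 0.94). The median, near its floor in both, cannot show whether shared reads gave the opposing calls. Under 100 bases of their own were found in 76.4% and 65.5% of these transcripts, which was not tested.

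The deposited values gave a call by the ordinary F-test for 34.4% of the paper's transcripts whose length is the same in both quantifications and for 13.8% of those whose length differs. Different transcript lengths alone therefore do not account for the paper's transcripts that were not called again, since most transcripts of equal length were not called either.

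Lists of genes of tissues next to the brain varied together between pools of one group. The 6 fat body genes had a mean correlation of 0.947, above all 1000 random lists, and the 6 cuticle genes one of 0.597, above 98.6% of them. The summed FPKM of the fat body genes was 6448, 4689 and 2123 in the control pools and 1440, 669 and 3947 in the alcohol pools, with a median log2 fold change of -0.73 (limma's camera adjusted p = 0.0697, and 9.0e-08 to 0.796 over the alternatives run for camera). That of the cuticle genes was 612, 197 and 166 and 398, 216 and 278, with a median of 1.12 (limma's camera adjusted p = 0.0142, and 0.0032 to 0.412 over the alternatives run for camera). For fat body 3 of the 4 comparable splits gave as small a p-value, the real one included, and for cuticle 1 of the 4, the real one itself, while without the covariate it was 2 of the 4 for fat body and 3 of the 4 for cuticle. Varying amounts of these tissues in the dissected pools may explain part of the difference of these lists. The correlations of 0.947 and 0.597 fit that. Genes of a list did not change equally, so tissue amount alone may not account for them. In the fat body list (1 gene up, 5 down) the log2 fold change was -2.03 for Fbp1 and 0.39 for Lsp1beta. In the cuticle list (5 up, 1 down) it was 3.34 for Lcp9 and -0.74 for Cpr49Ac. A difference in developmental stage was not tested for these lists.

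A different share of male larvae between the groups was looked for with lncRNA:roX1, which is made in males. It had 297, 131 and 255 FPKM in the control pools and 273, 328 and 242 in the alcohol pools (exact permutation test, two-sided p = 0.5). With 3 pools per group a small difference in the share of males cannot be excluded.

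The 7 ethanol metabolism genes tested, a list the paper's results do not cover, had a median log2 fold change of 0.13 (limma's camera adjusted p = 0.463, and 0.157 to 0.728 over the alternatives run for camera), and 0.0068 without the covariate and with the replicate block and no covariate.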
